A study of Mus musculus with 5 samples. Its data were reported in "Setd2 supports GATA3+ST2+ thymic-derived Treg cells and suppresses intestinal inflammation" (2022).

How the data were processed

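RNA polymerase II (Pol II) occupancy was measured by CUT&Tag, a method in which an antibody held on chromatin directs a transposase to cut and tag the DNA beside it, so that reads pile up where the protein sits. Nuclei came from regulatory T (Treg) cells sorted from the spleen of 8-week-old mice given IL-2c, a complex of 1 μg IL-2 and 5 μg anti-IL-2 antibody that expands Treg cells in vivo, for 3 days and killed 48 hours later. The labels give 2 mice per genotype, libraries of 80000 nuclei, and sex as pooled. The methods of the study say that cells of 2 mice were pooled before sorting; whether each library had its own pair of mice, or both libraries of a genotype came from 1 pool, is not clear, and in the latter case the spread between replicates would leave out variation between mice. The control mice (Ctrl) carried Foxp3-driven Cre with 1 floxed Setd2 allele, and the knockout mice (KO) carried Cre with both alleles floxed, so that Treg cells lacked Setd2, the enzyme that trimethylates lysine 36 of histone H3. There were 2 Ctrl and 2 KO libraries. The series also lists 1 IgG library, which is not analysed here, so no background in the peaks was subtracted or compared.

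The authors trimmed the paired-end 150 bp reads, mapped them to the mouse genome mm10 with Bowtie2, kept uniquely mapped reads and removed duplicates. They called peaks with MACS2 against IgG at a p-value of 0.01 and merged the peaks of the libraries with bedtools. The deposited table holds raw, unnormalized read counts, which the authors extracted per merged peak with bedtools; no tool versions were stated. It lists 56615 merged peaks on 21 chromosomes (19 autosomes, X and Y), from 222 to 38145 bp long with a median of 570 bp. No column of per-sample values was left without a sample (0 columns). All 21 chromosomes ended within GRCm38, the assembly that mm10 denotes. The table begins with the 4 peaks that shared the lowest adjusted p-value in the fit described here, and the first 9 rows were the 9 peaks with an adjusted p-value below 0.9. Because peaks were selected on the same 4 libraries that were compared, and merged peaks differ in length, counts were compared between libraries within a peak and never between peaks. Start positions, counted from 0 in the deposited table, are given here counted from 1.

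The total count per library was 11331274 in Ctrl 1, 5624680 in Ctrl 2, 13351007 in KO 1 and 4489646 in KO 2, so the library numbered 1 was the deeper in both groups and the largest total was 2.97 times the smallest. The median count per peak was 89, 48, 108 and 39 in the same order. Relative precision was therefore lower in the libraries numbered 2, and low peaks carried the largest counting error. Reads of amplified fragments need not be independent molecules, so counting error may be larger than the counts imply. The interval given for the share of peaks with an even count is a 95% Wilson interval, which treats peaks as independent.

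Peaks were assigned with the GENCODE vM21 annotation of GRCm38. A peak whose midpoint lay within 3 kb of a transcription start site was called promoter, other peaks inside a gene were called gene body, and the rest intergenic. A peak belonged to each protein-coding gene whose body or 3 kb upstream held its midpoint, or, with no such gene, to each non-coding gene; 47507 peaks (83.9%) had a gene, 4950 (8.74%) had more than 1, and 12927 genes had a peak. CUT&Tag reads carry no strand, so a peak shared by overlapping or divergent genes cannot be credited to either.

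KO was compared with Ctrl by the DESeq2 1.42.0 Wald test (R 4.3.3) on the counts, with median-of-ratios size factors, genotype as the only term, two-sided p-values and Benjamini-Hochberg adjustment with independent filtering at 0.05. DESeq2 is the tool the study used, and was therefore chosen ahead of edgeR. The size factors were 1.39 for Ctrl 1, 0.726 for Ctrl 2, 1.68 for KO 1 and 0.587 for KO 2. The same test was applied to counts summed over the peaks of each gene. Gene sets were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01) on voom log2 CPM (counts scaled to a common library total) of genes with a mean of at least 10 counts, with fry and an estimated correlation beside it. The 6 sets were the genes with higher or lower mRNA in KO Treg cells of the large intestine (LI) and of the spleen (SP), and signatures of ST2+ and RORγt+ Treg cells. All 6 were used as gene names only, as published with the study and from other libraries, the mRNA lists at its own unadjusted threshold. The signatures were used as the full published lists, of 1113 and 1063 genes, which are longer than the top-ranked parts that the study took for its own set tests; older symbols were matched through synonyms. Overlaps were tested with Fisher's exact test, two-sided, against the 12927 genes with a tested peak. Shares of counts per region were compared with an exact permutation test, which with 2 against 2 libraries cannot give a p-value below 0.333. Lists of heat shock and immediate early genes were written before their genes were tested as lists. GC content was read from the GRCm38 sequence. Python 3.11.15 with scipy 1.17.1 was used for the remaining steps.

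The loci tested were 12 genes that the study discusses, and p-values over the list were adjusted over all 12. The 11 reported are Setd2, Il1rl1, Gata3, Txnl4b, Cxcr6, Ccr9, Foxp3, Myc, Cxcr3, Icos and Gpr15, and the other one, with its peaks, is not reported here. To these were added the 5 peaks with the smallest p-value higher in KO and the 5 lower in KO among peaks where both KO libraries lay on the same side of both Ctrl libraries, skipping a second peak within 10 kb of a listed one. The groups, main tests, naming rule and most alternatives were set before the data were examined; the others are stated where they appear. The published account of the study, with its own list of differing peaks from these libraries, was known when these choices were made, so they were not blind to its results. The alternatives were the edgeR 4.0.16 quasi-likelihood test, TMM or total-count scaling, count minimums of 10 and 50, autosomes only, the replicate number as a block, each library left out, promoter peaks only, a 1 kb promoter window, other set tests and a peak threshold of 0.01.

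The fits were tested on simulated counts for the 56615 peaks, drawn from the real means, library sizes and dispersions, with 200 peaks changed by 2-fold or 4-fold. DESeq2 recovered 60% of the 4-fold and 15% of the 2-fold changes, and 12.8% of its 86 calls were false. The edgeR test recovered 65% and 14%, with 26.9% of 108 calls false, and DESeq2 with the replicate block 43% and 3%, with 19.3% of 57 calls false. With dispersions at 10% of the real ones, DESeq2 recovered 89% and 29% with 3.28% of calls false, and edgeR 100% and 68% with 12.5% false. The block then recovered 73% and 19% with 2.13% false. The simulated counts held no difference between library numbers. They therefore cannot show how the block performs where such a difference exists. A simulated set of 200 genes shifted by 0.5 on the log2 scale among 12927 genes gave a camera p-value of 1.25e-30, and an unshifted set of 200 gave 0.993.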

Results

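Pol II CUT&Tag was performed on nuclei of splenic Treg cells from IL-2c-treated Ctrl and KO mice to ask whether the loss of Setd2 changed Pol II occupancy, and in particular occupancy of Il1rl1, which encodes the IL-33 receptor ST2, and of Gata3. The data comprised 4 libraries, 2 from Ctrl and 2 from KO Treg cells, with counts over 56615 merged peaks. Total counts ranged from 4489646 in KO 2 to 13351007 in KO 1. Of the peaks, 19151 lay at promoters, 28379 in gene bodies and 9085 between genes.

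The agreement between libraries was examined across peaks on log2(CPM + 1), with counts scaled to a common library total, where peaks are not independent replicates. Replicates gave a Pearson r of 0.939 for Ctrl 1 and Ctrl 2 and 0.930 for KO 1 and KO 2, with Spearman rho of 0.908 and 0.897. The pair Ctrl 1 and KO 1, the deeper libraries of the 2 genotypes, had the highest r of the 6 pairs at 0.971. The other pairs of different genotype gave 0.937, 0.916 and 0.913. Pairs of different genotype thus lay both above and below the replicate pairs, and genotype did not order the libraries.

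Setd2 itself was examined first in each library. The gene lies on chromosome 9 from 110532597 to 110618633 (GRCm38, plus strand) and held 9 peaks, 1 of them at its promoter. Normalized counts summed over these peaks were 512.4 in Ctrl 1, 518 in Ctrl 2, 455 in KO 1 and 569 in KO 2. The log2 fold change of KO over Ctrl was -0.02 ± 0.19 (SE), with an unadjusted DESeq2 p-value of 0.922, the value was 0.14 without KO 1, and no peak of the locus had an unadjusted p-value under 0.05. The floxed allele removes part of the gene and need not alter Pol II at its promoter, so occupancy of Setd2 neither supported nor contradicted the genotype labels.

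Peak by peak, 0 of the 56615 merged peaks differed between KO and Ctrl at an adjusted p-value under 0.05 by DESeq2, and the lowest adjusted p-value was 0.248. At an unadjusted p-value under 0.05 there were 864 peaks, 488 higher and 376 lower in KO, fewer than the 2831 that chance gives. The edgeR quasi-likelihood test moved these counts most: it called 27 peaks at an adjusted p-value under 0.05, 11 higher and 16 lower in KO, and gave 2050 peaks at an unadjusted p-value under 0.05, also below the 2830 expected by chance. In counts simulated at the real dispersions, 26.9% of edgeR calls and 12.8% of DESeq2 calls were false; at lower dispersions edgeR also recovered more of the 2-fold changes, 68% against 29%, with 12.5% and 3.28% of calls false.

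**Figure D1:**
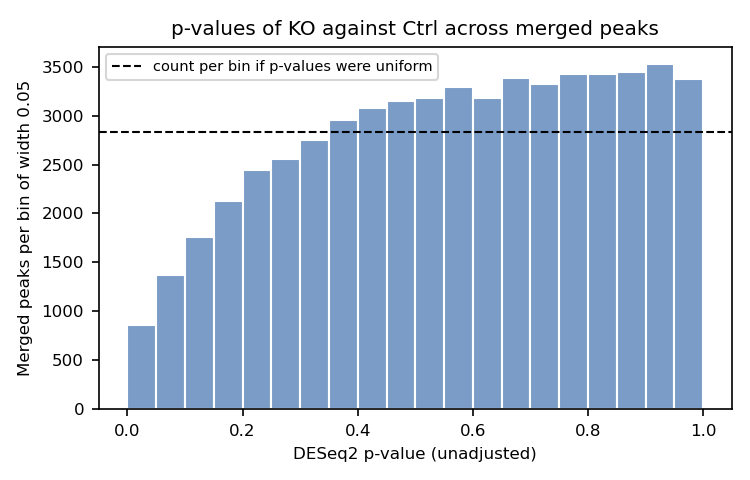
Histogram of unadjusted DESeq2 p-values (x axis) of KO against Ctrl over the 56615 merged peaks, as peaks per bin (y axis), with the dashed line marking the 2831 peaks per bin that uniform p-values would give. The lowest bin holds 864 peaks, below the line.

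When counts were summed over all peaks of a gene, 13 of the 12927 genes differed at an adjusted p-value under 0.05 by DESeq2, 2 higher and 11 lower in KO, and 373 did at an unadjusted p-value under 0.05, where chance gives 646. The edgeR test called 0 of the genes, with a lowest adjusted p-value of 0.106; all 13 had an edgeR p-value under 0.05 before adjustment, among 629 such genes where chance gives 646. All 13 had both KO libraries on one side of both Ctrl libraries. Several shared peaks: Dhx38 with Txnl4b, and Chpf with Tmem198 and Obsl1, which left 10 loci without a peak in common. Of these, A430005L14Rik (153957237 to 153961925) and Dffb (153964449 to 153975126) are neighbours on chromosome 4, so the loci need not be independent. These 13 genes were taken from their values and not from a list. Il10ra, among the higher genes, had a log2 fold change of 0.69 ± 0.14 (SE) with an adjusted DESeq2 p-value of 0.00193. Among the lower genes, Dhx38 fell by 0.99 on the log2 scale (SE 0.18, adjusted DESeq2 p-value 0.000640) and Ubr4 fell by 0.77 (SE 0.15, adjusted p-value 0.00133). The others were Chpf, Tmem198, Txnl4b, A430005L14Rik, Hspa1a, Dffb, Mmp23, Clcn4 and Obsl1, with log2 fold changes from -1.32 to -0.71. Hspa1a has a near-identical neighbour, Hspa1b, and only uniquely mapped reads were counted, so its value is uncertain.

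Pol II at the Il1rl1 locus (chromosome 1, 40429570 to 40465415, plus strand) was lower in KO. Normalized counts summed over its 5 peaks were 315 ± 36.4 (SD, n = 2) in Ctrl and 178.7 ± 12.8 (SD, n = 2) in KO, and both KO libraries lay below both Ctrl libraries. The log2 fold change was -0.82 ± 0.23 (SE), with a DESeq2 p-value of 0.000509, 0.00204 when adjusted over the list alone of 12 loci and 0.263 when adjusted over all 12927 genes. The 4 peaks within 3 kb of its start sites had log2 fold changes from -0.97 to -0.87, and 3 of these had an unadjusted p-value under 0.05. The peak from 40444807 to 40445049, in an intron, had a log2 fold change of -0.10 ± 0.66 (SE). At Gata3 (chromosome 2, 9857078 to 9890034, minus strand) the normalized count was 3303 ± 438 (SD, n = 2) in Ctrl and 3082 ± 497 (SD, n = 2) in KO over 13 peaks, of which 5 also belonged to another gene. Its log2 fold change of -0.10 ± 0.15 (SE) was within the spread between replicates (DESeq2 p-value 0.512), and none of its 13 peaks had an unadjusted p-value under 0.05. The sign turned without Ctrl 1 (0.05) or without KO 2 (0.06), and the value was -0.23 without Ctrl 2 and -0.28 without KO 1. Counting only promoter peaks gave 0.03 for Gata3 (2 peaks) and 0.11 for Setd2 (1 peak), opposite in sign to the values over all their peaks and far from any threshold.

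Of the 11 loci reported, 2 differed at a DESeq2 p-value under 0.05 adjusted over the list alone (Il1rl1 and Txnl4b) and 1 when adjusted over all genes (Txnl4b). The study named Il1rl1, Txnl4b, Cxcr6 and Ccr9 from these same libraries, so the adjustment over the list is not independent evidence for them. Txnl4b (chromosome 8, 109565892 to 109574051) was covered by a single peak, which spans the divergent promoter it shares with Dhx38. Its normalized counts were 316.6 and 317.4 in Ctrl and 131.7 and 154.03 in KO, a log2 fold change of -1.16 ± 0.24 (SE) with an adjusted DESeq2 p-value of 0.00228 over all genes.

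Cxcr6 and Ccr9, on chromosome 9, were higher in KO by 1.63 ± 0.74 and 0.35 ± 0.16 (SE) on the log2 scale, each with an adjusted DESeq2 p-value of 0.0686 over the list alone and of 1.00 over all genes. Cxcr6 rested on 1 low peak, also inside Fyco1, with normalized counts of 7.72 and 13.9 in Ctrl and 23.03 and 43.27 in KO, and 3 of the 10 Ccr9 peaks also belonged to another gene. Of 7 alternatives, edgeR alone brought Ccr9 past the list threshold, at an adjusted p-value of 0.0410. Foxp3 (-0.01 ± 0.14), Myc (-0.22 ± 0.17), Cxcr3 (-0.29 ± 0.58), Icos (0.19 ± 0.14) and Gpr15 (0.17 ± 0.46, log2 fold change ± SE) did not differ, with adjusted DESeq2 p-values from 0.317 to 0.938 over the list alone. Of the 11 Icos peaks, 1 had an unadjusted DESeq2 p-value under 0.05 (0.00903), which did not pass adjustment over all peaks. That peak, from 60998888 to 61000203, had a log2 fold change of 0.88 ± 0.34 (SE). The sign of Foxp3 turned without Ctrl 1 (0.09) or KO 2 (0.07) and that of Cxcr3 without Ctrl 2 (0.04), and Icos was 0.31 without Ctrl 1 and 0.08 without Ctrl 2. For Cxcr3 and Gpr15, with mean normalized counts between 29.1 and 52.2, a change was not detectable at this depth unless large.

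**Figure D2:**
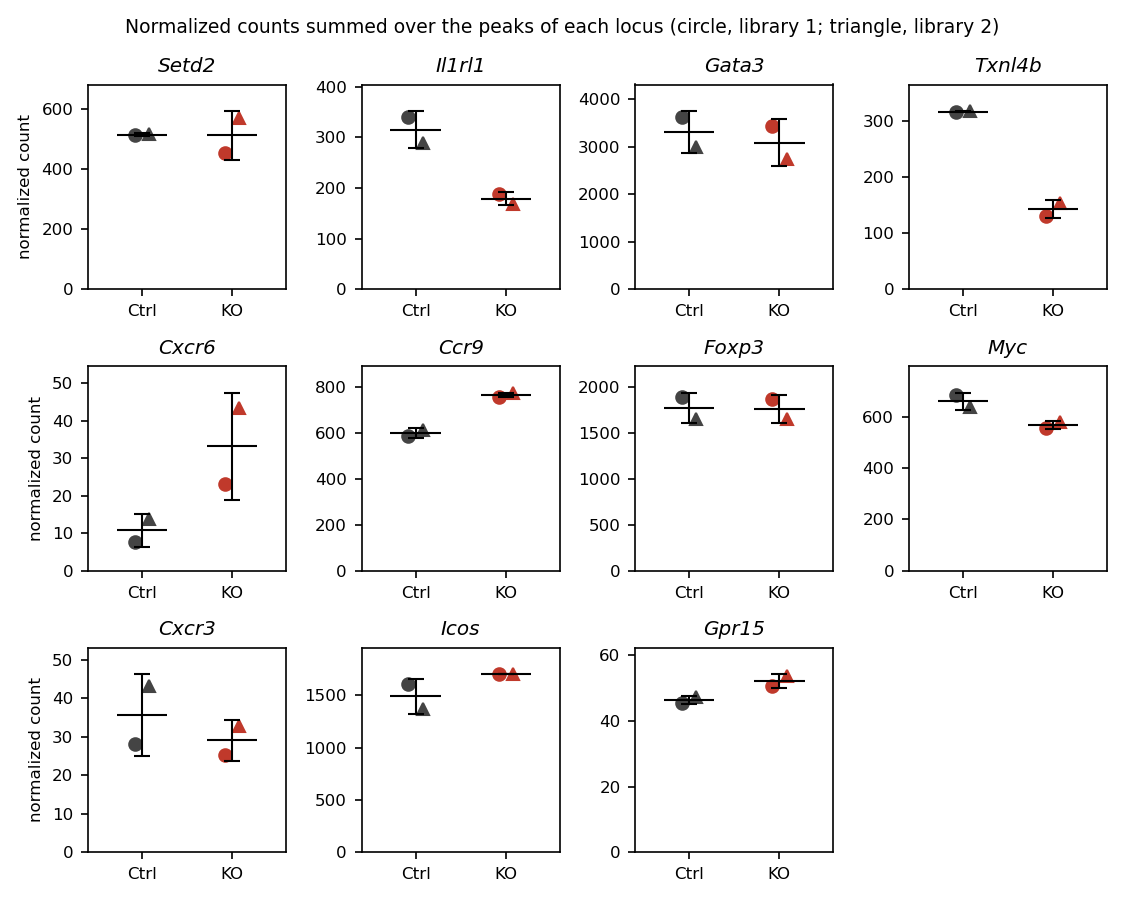
Normalized counts summed over the peaks of each of 11 loci (y axis, from 0) in Ctrl and KO libraries (x axis), with circles for the libraries numbered 1, triangles for those numbered 2, and bars for the mean and SD of the 2 libraries. At Il1rl1 both KO libraries (187.8 and 169.6) sit below both Ctrl libraries (341 and 290).

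**Figure D3:**
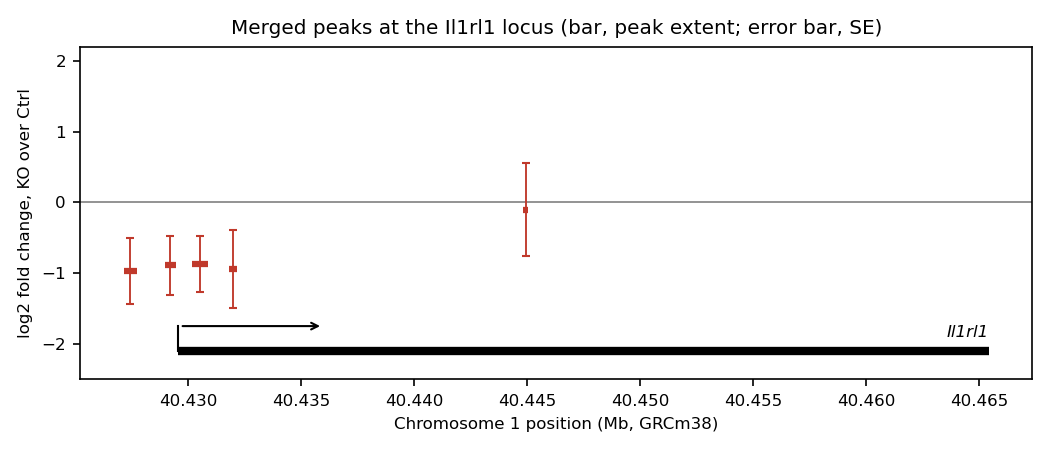
Log2 fold change of KO over Ctrl (y axis) of each merged peak along chromosome 1 in Mb of GRCm38 (x axis) at Il1rl1, where a bar spans the peak, an error bar gives the SE, and the black line with an arrow marks the gene and its direction. The 4 peaks at the Il1rl1 start lie between -0.97 and -0.87, and the intronic peak lies at -0.10.

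Among single peaks chosen by the naming rule, those higher in KO included an intronic peak of Gfpt1 on chromosome 6 from 87068902 to 87069820, with a log2 fold change of 1.86 ± 0.43 (SE) and normalized counts of 30.7 ± 4.40 in Ctrl and 111 ± 31.9 in KO (SD, n = 2). They also included an intronic peak on chromosome 15 from 66786512 to 66788169 (0.96 ± 0.24), where Sla lies within Tg, and an Il10ra peak on chromosome 9 from 45264122 to 45269806 (0.71 ± 0.21). Those lower in KO began with the shared Dhx38 and Txnl4b promoter on chromosome 8 from 109565189 to 109566561, which fell by 1.18 (SE 0.26). The next were promoter peaks of Smim10l1 (chromosome 6, 133104961 to 133105693, log2 fold change -1.54 ± 0.40), of Chpf and Tmem198 (chromosome 1, 75478922 to 75479898, -1.21 ± 0.31), of Mmp23 (chromosome 4, 155650808 to 155655556, -0.72 ± 0.19) and of Clcn4 (chromosome 7, 7297961 to 7299713, -0.79 ± 0.21). The Chpf and Tmem198 value rested most on 1 library and was -0.77 without Ctrl 1. None of these 8 passed adjustment by DESeq2 with genotype alone, with adjusted p-values from 0.248 to 1.00. With the replicate number as a block in DESeq2, 6 passed, with adjusted p-values from 0.000428 to 0.0176, and the other 2, Gfpt1 and Smim10l1, had no adjusted p-value. All 8 passed by edgeR, with adjusted p-values from 0.000311 to 0.0364. Across all peaks, 32.3% had both KO libraries on one side of both Ctrl libraries, and chance gives 33.3%.

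To ask whether Pol II followed mRNA, the genes published as changed in mRNA in KO Treg cells were tested as sets among 12927 genes. Genes with higher mRNA in large intestinal KO Treg cells had a median log2 fold change 0.09 above that of all genes (656 genes, 67.4% higher in KO) and a camera adjusted p-value of 8.16e-07. Genes with lower mRNA there had a median 0.11 below (520 genes, 26.7% higher in KO; camera adjusted p-value 4.82e-11). The splenic lists moved the same way by 0.06 and -0.05, with camera adjusted p-values of 3.85e-05 and 0.000817. The ST2+ Treg signature (-0.01, camera adjusted p-value 0.511) and the RORγt+ signature (0.01, 0.692) did not shift, but these were long lists, only 48.1% and 69.7% of their genes were tested, and leaving out 1 library moved each across 0: ST2+ was -0.024 without Ctrl 1, 0.0020 without Ctrl 2, 0.0046 without KO 1 and -0.043 without KO 2, and RORγt+ ran from -0.0046 without Ctrl 2 to 0.025 without Ctrl 1. The lists overlap and the 4 shifts are not independent of each other. The calls for the lists of lower mRNA held under fry, with adjusted p-values of 0.0119 for the large intestine and 0.0351 for the spleen, and under an estimated correlation, at 0.0213 and 0.0261. Those for the lists of higher mRNA did not, with fry adjusted p-values of 0.176 and 0.146. Each of the 4 lists moved in its direction in both comparisons of a KO with the Ctrl library of the same number.

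Genes with at least 1 peak at an unadjusted DESeq2 p-value under 0.05 were then overlapped with the large intestinal lists. Of 407 genes with a higher peak, 63 had higher mRNA where 20.7 were expected by chance (odds ratio 3.68, Fisher's exact test p-value 1.16e-15). Of 291 genes with a lower peak, 61 had lower mRNA where 11.7 were expected (odds ratio 7.04, Fisher's exact test p-value 2.50e-27). The opposite overlaps were smaller than chance: 9 genes with a higher peak had lower mRNA (16.4 expected, odds ratio 0.53) and 3 genes with a lower peak had higher mRNA (14.8 expected, odds ratio 0.19). Adjusted over the 4 overlaps, the p-values were 2.31e-15 and 9.99e-27 in the same direction, and 0.0708 and 0.000473 in the opposite one. Genes are not independent replicates, and the 4 tests rest on the same 4 libraries. A peak threshold of 0.01 moved the odds ratios most, to 8.42 for higher and 14.3 for lower.

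**Figure D4:**
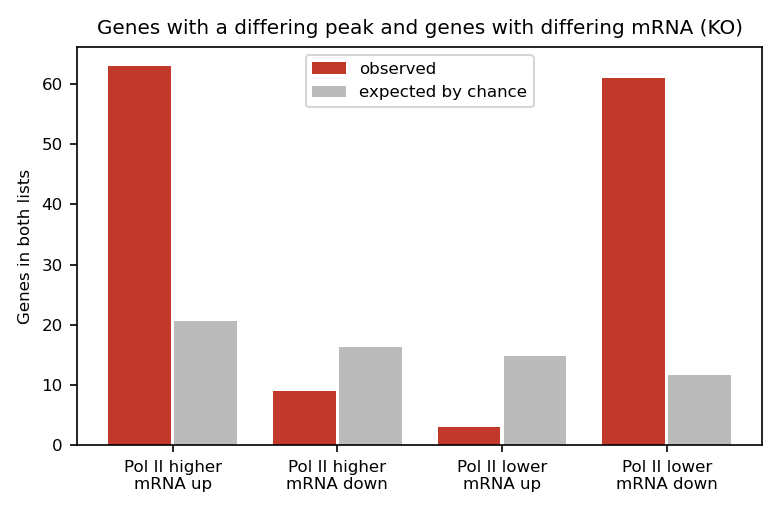
Number of genes (y axis, from 0) that had both a peak differing between KO and Ctrl and an mRNA change in large intestinal KO Treg cells, for each pairing of directions (x axis), beside the number expected by chance. The pairings in the same direction hold 63 and 61 genes against 20.7 and 11.7 expected.

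Occupancy was also compared by region. Promoter peaks took 47.5 ± 1.36% of counts in Ctrl and 47.1 ± 1.33% in KO (SD, n = 2), and gene body peaks took 40.6 ± 0.977% and 41.01 ± 1.04% (SD, n = 2). These differences were smaller than the spread between replicates, with exact permutation p-values of 0.667 for both where 0.333 is the smallest that 4 libraries allow. The promoter share was higher in the libraries numbered 1, at 48.4% in Ctrl and 48.0% in KO, than in those numbered 2, at 46.5% and 46.1%. That gap between numbers makes up most of the spread between replicates. Between libraries of the same number, the promoter share differed by -0.40 and -0.36 points and the gene body share by 0.33 and 0.42, the same way in both. No test paired by number was run on the shares, and the labels do not say whether the numbers pair the libraries. The permutation test ignores the numbers, so it cannot exclude a small shift between libraries of the same number. The difference in promoter share, -0.383 points, became 0.578 without Ctrl 1, -1.34 without Ctrl 2, -1.33 without KO 1 and 0.560 without KO 2. Median log2 fold changes were -0.02 for promoter, 0.01 for gene body and -0.02 for intergenic peaks.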

Values the study reported

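In the published account, 249 genes rose and 172 genes fell in mRNA in both the spleen and the intestine when Treg cells lacked Setd2.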

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

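The number of peaks called depended on the tool. Beside 0 peaks by DESeq2 at an adjusted p-value under 0.05 (864 at an unadjusted p-value under 0.05), edgeR called 27 and the replicate block, which pairs libraries of the same number, called 25; 13 peaks were called by both. edgeR gave 2050 peaks at an unadjusted p-value under 0.05. Of the edgeR calls, 19 had an unadjusted DESeq2 p-value under 0.05, and of the block calls 20 did. The block left 73.7% of peaks without an adjusted p-value, and whether the numbers pair the libraries rests on labels with only 2 numbers; deviations from the group mean correlated at 0.233 across peaks. The other 6 scalings and filters, 1 of them (thinning to equal totals) chosen after seeing the data, also gave 0 calls, with 628 to 951 peaks at an unadjusted p-value under 0.05. The balance of directions at that threshold depended on the fit, and was 488 higher and 376 lower in KO by DESeq2 with genotype alone. Total-count scaling gave 624 higher and 327 lower. The replicate block alone turned it round, with 395 higher and 516 lower.

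At the gene level, 13 genes became 0 with edgeR (629 at an unadjusted p-value under 0.05), 116 with the replicate block and 8 with promoter peaks only. All 13 kept their sign and an unadjusted p-value under 0.05 with edgeR. The block left 83.4% of genes without an adjusted p-value. It gave 590 genes at an unadjusted p-value under 0.05, where chance gives 646. Of the 13, the block called 4 and gave 9 no adjusted p-value, and promoter peaks called 8 of the 12 tested. Promoter peaks only also tested fewer genes (11670); for edgeR the cause was not tested. Each of the 5 other alternatives called all 13.

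Among loci, promoter peaks only reversed Setd2 to 0.11, Gata3 to 0.029 and Foxp3 to 0.0016, and total-count scaling reversed Foxp3 to 0.0022, all with an adjusted p-value of 0.849 or more over the list alone; these values lie near 0 and the cause was not tested. Ccr9 passed with edgeR at 0.35, and over its alternatives adjusted p-values ran from 0.0410 to 0.107. Il1rl1 stayed past the list threshold in all 7 alternatives, from -0.88 to -0.80. Across the 4 fits that each left out 1 library, Setd2 ran from -0.18 to 0.14, Txnl4b from -1.27 to -1.04, Icos from 0.079 to 0.31 and Il1rl1 from -0.93 to -0.69. Such fits leave 1 library in a group and give values without a test.

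Among gene sets, the large intestinal list of higher mRNA (0.086) no longer passed with an estimated correlation (adjusted p-value 0.0681) or fry (0.176), nor did the splenic one (0.060; 0.0587 and 0.146). The correlations estimated between their genes, 0.0134 and 0.0051, lay near or under the preset 0.01 and do not account for this. For the large intestinal list of lower mRNA the camera p-value also rose, from 8.04e-12 to 0.00355 before adjustment. Its estimated correlation was -0.00167, so p-values rose even where the estimate lay under the preset. The cause was not tested. Leaving out 1 library gave 0.059 to 0.11 for the large intestinal list of higher mRNA, and -0.066 to -0.043 for the splenic list of lower mRNA. The overlaps in the same direction passed in all 9 alternatives, with odds ratios from 2.67 to 8.42 and from 4.45 to 14.3. Of those in the opposite direction, higher Pol II with lower mRNA passed in 3 alternatives, and lower Pol II with higher mRNA did not pass with promoter peaks only (adjusted p-value 0.0676) or a peak threshold of 0.01 (0.103); the ranges of adjusted p-values were 0.00384 to 0.184 and 0.000111 to 0.103.

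Counted over all alternatives, tested values for the planned comparisons kept their direction and side of the threshold except for 5 stronger, 6 weaker and 4 reversed, and untested ones moved by less than the spread between replicates except for 7, all covered above. Direction was less stable without 1 library: 11 of the 72 such values had the opposite sign, at Setd2, Gata3, Foxp3, Cxcr3, both signatures and the promoter share, 10 of them within that spread. Among named single peaks, pairs of libraries of different genotype and the other overlaps, 95 were kept, 17 became stronger, 2 weaker and 3 moved. The comparison with IgG was not run and is not analysed here.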

Other observations

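Most tests below were chosen before the results they measure were seen; those on opposite-direction overlaps and on the ST2+ Treg signature were chosen after. All were run on the same 4 libraries as the patterns they concern.

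The comparison of KO with Ctrl gave fewer peaks than chance, and the libraries differed more by number than by genotype. Of the 3 ways to split 4 libraries into pairs, 2 gave at least as many peaks at an unadjusted p-value under 0.05 as KO against Ctrl, the real one included, and 3 splits are too few to judge it. Setting libraries 1 against libraries 2 gave 4118 such peaks, against 864 for KO against Ctrl. A spread between library numbers may thus have hidden some genotype differences. Fitting the replicate number as a block raised the count only to 911, below the 2831 that chance gives, though 25 peaks then passed adjustment. The labels do not say what the numbers stand for, and depth follows them.

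The pair Ctrl 1 and KO 1 kept the highest correlation, 0.953, after thinning to equal totals, which argues against depth alone. GC content followed the ratio of library 1 over 2 weakly, with rank correlations of -0.0898 in Ctrl and -0.0934 in KO. Both lie just under the size of 0.1 set in advance, so GC could account for little of the resemblance, though its direction was shared. No biological explanation was tested.

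Between KO and Ctrl, the fold change followed GC with a rank correlation of 0.0564 and the mean count with -0.0459, both under the size of 0.1 set in advance. The Y chromosome share of counts was 0.897 times as high in KO. It overlapped between groups, because the libraries numbered 2 had more, but was lower in KO at both numbers (0.896 and 0.897 times). The X share was lower too (0.977 and 0.958 times), which a larger share of female cells in KO would not give. From the Y share alone, with 2 libraries each, an unequal mix of sexes in the pools cannot be told apart from genotype.

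DNA that travels with the floxed allele would show around Setd2. Within 20 Mb on either side, 12 peaks (1.23%) had an unadjusted p-value under 0.05, and 73.8% of 762 genome windows of as many peaks had at least as large a share. As low a median fold change was found in 63.8% of windows. Over the window as a whole, neither a linked haplotype nor poorer mapping left a trace. Cxcr6 and Ccr9 lie within it and were higher in KO, with unadjusted DESeq2 p-values of 0.0278 and 0.0286. A share and a median over the window cannot exclude an effect at single loci such as these.

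Genes with differing peaks followed the published mRNA lists. Of the genes in both kinds of list, 91.2% moved in the same direction and 12 genes in the opposite one (odds ratio 142.3, Fisher's exact test p-value 6.54e-25, a comparison added after seeing the data). The size of this odds ratio depended on the fit. Over 7 alternatives it ran from 26.8 with edgeR to 893 with a mean of at least 50 counts. With edgeR, 92 and 98 genes moved in the same direction, and 24 and 18 in the opposite one. Genes with many peaks entering every list would raise opposite overlaps too, but the larger odds ratio of the opposite overlaps in the main fit was 0.531. Splitting libraries 1 against 2 gave 58.6% of 251 shared genes in one direction. In this split and the next, which side is called higher is arbitrary. The remaining split, Ctrl 1 and KO 2 against Ctrl 2 and KO 1, gave 78.6% of only 14 shared genes (odds ratio 15, Fisher's exact test p-value 0.103), too few to compare with the 91.2%. A shared effect of genotype on Pol II and mRNA is a candidate explanation. The mRNA came from intestinal cells of other mice.

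Heat shock genes were lower in KO in 22 of 28 cases (median shift -0.13). The camera p-value was 7.16e-06 at the preset correlation of 0.01, but the correlation estimated between these genes was 0.265, with which it was 0.218, and the fry p-value was 0.369, so a shift of the list was not established. Without the 3 genes seen first, the camera p-value was 0.00185 and the fry p-value 0.477. Immediate early genes, a mark of handling, also had a lower median, by 0.07 in the libraries numbered 1 (-0.0716) and in those numbered 2 (-0.0674). The camera p-value was 0.00784 at the preset correlation. The correlation estimated between these genes was 0.604, with which the camera p-value was 0.559, and the fry p-value was 0.660. A shift of this list was thus not established either. With an estimated correlation, camera p-values also rose for mRNA lists whose correlation lay under the preset. Neither rise here can therefore be credited to the correlation alone. Handling that differed between libraries was not shown, but stays possible and cannot be told apart from an effect of genotype. Hspa1a is among the 13 genes called.

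Il1rl1 was lower in KO. By flow cytometry, the study found fewer ST2+ cells among splenic Treg cells of IL-2c-treated KO mice. A smaller share of ST2-expressing cells among those sorted might lower Il1rl1 occupancy without any change per cell. The ST2+ Treg signature showed no shift by camera (p-value 0.426), but its median ran from -0.043 without KO 2 to 0.0046 without KO 1, the list was long and only 48.1% of its genes were tested, so a change in cell composition and a change per cell cannot be told apart.

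Even counts outnumbered odd ones, as counting both mates of a fragment might cause, though in Ctrl 1 the 95% interval, 49.5% to 50.6%, held an equal share. The lowest share of even counts among peaks with 10 to 100 counts was 50.1%, in Ctrl 1, and the highest 53.9%, in KO 2, so this stays open. If mates were counted singly, counting error would be larger than the counts imply.

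The peak with the lowest edgeR adjusted p-value, 2.81e-29, lies in an intron of Snd1 (chromosome 6, 28921413 to 28924357) and was chosen after its values were seen. Its normalized counts of 545.6 and 1145 in Ctrl and 39.2 and 316.8 in KO differ widely within each group, and DESeq2 gave 0.0895 before adjustment.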
